A study of Cicer arietinum with 8 samples. Its data were reported in "Transcriptional profiling of chickpea genes differentially regulated in response to high-salinity, cold and drought" (2007).

How the data were processed

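Leaves and flowers of 4 chickpea (Cicer arietinum) genotypes were compared between cold-treated and control plants on a spotted cDNA array with 2 channels per hybridisation. The genotypes were the cold tolerant Sonali (Tolerant1) and an ILC accession (Tolerant2) and the cold susceptible Amethyst (Susceptible1) and DOOEN (Susceptible2). Each of the 8 groups was 1 genotype and 1 tissue. Per the labels, the RNA of a hybridisation came from 5 treated and 5 control plants, sampled after 7 nights at 5 °C with days at 15 to 25 °C, and the treatment began 2 weeks after flowering. A hybridisation set the cold-treated RNA against the control RNA of the same genotype and tissue, so each ratio was a cold response within its group.

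The deposited scanner files held the intensity of each spot in 1 channel, with the mean signal, the mean local background and a quality flag of the image software. Per the file headers, the authors quantified the scans with ImaGene, and no normalization had been applied to these values. There were 48 such files for 24 hybridisations. The files of replicate 3 held the same values as those of replicate 1 in Tolerant2 flowers and in Susceptible2 flowers, so 22 distinct hybridisations were analysed and those groups had 2 replicates. The dye of each channel and the replicate number were read from the file names. The headers named the same dyes for 22 of the 24 hybridisations and no dyes for the remaining 2, which were replicate 1 of Tolerant1 leaves and of Susceptible1 leaves. The cold-treated RNA carried Cy3 in 8 of the distinct hybridisations and Cy5 in 14, with 1 swapped replicate per group.

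The authors also deposited a table of log2 values, with 1 mean per feature and group. Per the labels and the methods of the study, it was made by subtraction of the local background, removal of flagged spots, LOWESS normalization, a ratio, a shifted log2 transformation and the combination of spots and replicates. The size of the shift was not stated. The scale was therefore set against the scanner values: across the features of a group, which are not independent replicates, Pearson's r with the scanner means was 0.581 to 0.836 and positive in each group, so the direction was taken as cold over control. The centring was unstated, and the column medians were -0.20 (Tolerant1 leaves), -0.19 (Tolerant2 leaves), -0.04 (Tolerant1 flowers), -0.04 (Tolerant2 flowers), -0.12 (Susceptible1 leaves), -0.16 (Susceptible2 leaves), -0.06 (Susceptible2 flowers) and -0.07 (Susceptible1 flowers). The exact scale stays unknown, because the shift is unknown. This table was used only as an alternative.

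Each slide carried 6 sub-arrays, so a feature had 6 spots per hybridisation. Of the 768 features, 559 came from chickpea, 156 from grasspea, 41 from lentil resistance gene analogs and 12 were controls. Features were named by the accession in the study's feature list, which was joined to the spots by print order. The join was checked on 732 features with a full printed position, of which 732 matched, and on 33 resistance gene analogs, of which 33 matched. The reference gene table used here held 0 of the 668 accessions looked up, so genome positions were not analysed here.

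The intensities were background corrected with normexp (offset 50) in limma 3.58.1 under R 4.3.3. The log2 ratio of Cy5 over Cy3 was normalized per hybridisation with 1 loess curve (span 0.3, 4 iterations), control spots having weight 0. Spots that the image software had flagged in either channel were left out, and swapped hybridisations were turned so that every ratio was cold over control. The spots of a feature were averaged to 1 value per hybridisation. A feature was kept where its mean signal was at least 2 times its mean local background in at least 1 channel of 1 replicate, which kept 733 of the 756 features other than controls. Of their replicate values, 33.7% were missing because no spot was unflagged in both channels. Only 121 features had a value on each of the 22 hybridisations.

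One limma model (lmFit and eBayes) over the 8 groups gave each group a mean log2 ratio, its standard error (SE) and a two-sided moderated test against 0, with Benjamini-Hochberg adjustment over the features of the group that had values from at least 2 replicates. A feature was called at an adjusted p below 0.05 and an absolute log2 ratio of at least 1. Adjusted p-values in all parts are from this model unless another is named. Contrasts of the same model tested tolerant minus susceptible genotypes in each tissue and leaves minus flowers, and called features at an adjusted p below 0.05 at any size. A consensus feature was one called in the same direction in both genotypes of a tolerance class and in neither genotype of the other class. Lists of 9 energy metabolism features and of 15 consensus features were taken from the text of the study, which chose them on these samples. The energy list holds only the examples named there. It was tested against 0 with fry, and against the other features with camera at its preset correlation. As fry takes no missing values, those were filled with the ratio of the flagged spots. Features named in the text were, in each group, up to 2 called features with the largest increase and 2 with the largest decrease among those with one sign in every replicate, any consensus feature, the 3 largest called differences in each direction of each contrast, and the members of both lists. The design, these rules and the alternatives were fixed before the data were examined, apart from 4 alternatives added later: the quantification period as a block, a minimum of 3 unflagged spots, array weights, and the pairing of tolerant with susceptible genotypes. The other alternatives covered background correction, centring, loess per sub-array, flagged spots, the summary of spots, a dye term, duplicated files, filters, size limits, a fit per group, the methods' t-test, spots as the unit of replication, the authors' table, leaving out each hybridisation, and the replicate number as a block.

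Per the file headers, the scans were quantified in 3 separate periods. Replicate 1 of Tolerant1 and Susceptible1 formed the first, their replicates 2 and 3 the second, and all hybridisations of Tolerant2 and Susceptible2 the third. The period and the genotype number therefore cannot be told apart, while tolerant and susceptible genotypes were balanced over periods. The steps were tested on simulated data, in which 200 features were changed by known amounts on the real backgrounds, flags and dye trends. Between 59.6% and 73.8% of the changed features that were tested in a group were called with the right sign, and at most 3.60% of the calls in a group were false. Of changes of at least 4-fold, between 77.5% and 92.3% were called. The calls shrank the changes, with slopes of estimate on truth between 0.751 and 0.865. The contrasts and the run without change were simulated apart, as independent normal log2 ratios with the real missing values and feature spreads. They held no intensities or dye trends, so they test the model only. In the contrasts, 96.6% of the changed features were called between leaves and flowers, 92.1% between tolerance classes in leaves and 91.1% in flowers. Of these calls 3.45%, 0.847% and 5.83% were false. With no change simulated, 0 features were called in the 8 groups and 3 contrasts, by limma. No simulation held an error shared between hybridisations, so the rates may not hold where hybridisations deviate together. The number of hybridisations limits the precision of each mean. Tables were read and figures drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.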

Results

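The data comprised 22 distinct hybridisations of an array of 768 features, each of which compared cold-treated with control plants. Tolerant1 leaves, Tolerant2 leaves, Tolerant1 flowers, Susceptible1 leaves, Susceptible2 leaves and Susceptible1 flowers had 3 replicates each. Tolerant2 flowers and Susceptible2 flowers had 2, because in both groups the files of replicate 3 were identical to those of replicate 1 and were counted as 1 sample. The share of spots that were unflagged in both channels was lowest in replicate 1 of Tolerant1 leaves, at 17.9%. It was 30.7% in replicate 1 of Susceptible1 leaves and 42.2% in replicate 1 of both Tolerant1 flowers and Susceptible1 flowers. In the other hybridisations it lay between 56.3% and 75.7%. In replicate 1 of Tolerant1 leaves the median spot of the control channel was only 1.04 times its local background, so that 187 features gave a ratio there.

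Replicates of a group shared little of their variation. Over 20 pairs of replicates within groups, Pearson's r across features had a mean of 0.106 and ranged from -0.13 to 0.41. It was higher for hybridisations that carried the same replicate number in both genotypes of a set, that is Tolerant1 with Susceptible1 or Tolerant2 with Susceptible2, in the same tissue. Over these 11 pairs the mean was 0.453, with a range from 0.0924 to 0.732. All of these pairs had the same dye order, while 14 of the pairs within groups had opposite dye orders. Within groups the mean was 0.172 over the 6 pairs of the same dye order and 0.0780 over the 14 of opposite dye order. The features of an array are not independent replicates, so these coefficients describe the hybridisations only.

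**Figure D1:**
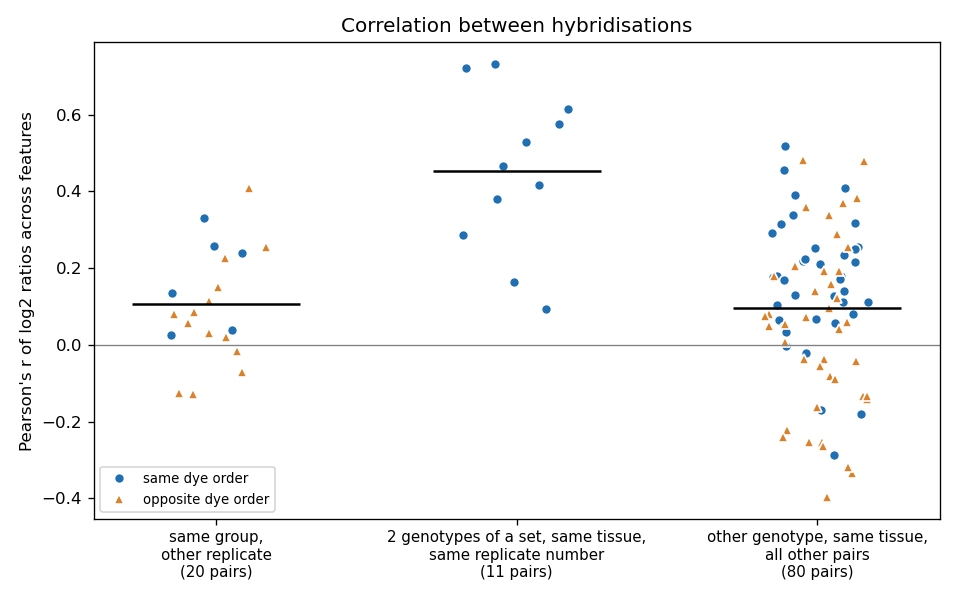
Pearson's r of log2 ratios across features for pairs of hybridisations (vertical axis, no unit). Each point is a pair, circles mark pairs of the same dye order, triangles pairs of opposite dye order, and black lines the means, which were 0.106 for pairs within a group and 0.453 for same-numbered pairs of the 2 genotypes of a set.

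The first comparison asked which transcripts responded to cold in each genotype and tissue. In leaves, 6 of the 475 features tested in Tolerant1 were called, 4 induced and 2 repressed. In Tolerant2 leaves 2 were induced and 1 repressed of 512, in Susceptible1 leaves 2 were induced and 2 repressed of 502, and in Susceptible2 leaves 2 were induced and 0 repressed of 514. At an unadjusted p below 0.05 the counts in leaves were 61, 57, 48 and 37. In flowers limma called 0 features in all 4 genotypes. The numbers tested in flowers were 478 in Tolerant1, 532 in Tolerant2, 485 in Susceptible1 and 535 in Susceptible2. The counts at an unadjusted p below 0.05 there were 65, 10, 30 and 16, where 23.9, 26.6, 24.2 and 26.8 were expected by chance. The smallest adjusted p in flowers was 0.0606, in Susceptible2. By the methods' t-test on replicate means after Benjamini-Hochberg adjustment, 0 features were called in every group. Together 10 features made up the 15 calls, 6 of them induced and 4 repressed, and 3 were called in more than 1 group. The alternative that moved this number most was the authors' deposited table, in which 300 features were at least 2-fold changed in some group, without a test.

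The transcript of a SNAKIN2 antimicrobial peptide precursor (CV793608) was called induced in the leaves of all 4 genotypes, although not firmly in 2 of them. Under 13 alternatives the call was lost 5 times in Susceptible1 leaves and 4 times in Tolerant1 leaves, and on leaving out single hybridisations it was lost in 16 of 22 and 11 of 20 tests. Its log2 ratio was 1.66 ± 0.30 (SD, n = 3, adjusted p = 0.00268) in Tolerant2 and 1.41 ± 0.18 (SD, n = 3, adjusted p = 0.0131) in Susceptible2. In Susceptible1 it was 1.15 ± 0.74 (SD, n = 3, adjusted p = 0.0460), and in Tolerant1 it was 1.33 ± 0.08 (SD, n = 2, adjusted p = 0.0455). All 11 leaf replicates with a value were above 0. A gamma-thionin type defensin or protease inhibitor (CV793588) rose by 1.92 ± 0.09 (SD, n = 2, adjusted p = 0.0455) in Tolerant1 leaves and by 2.23 ± 1.25 (SD, n = 3, adjusted p = 0.00543) in Tolerant2 leaves. A wound-induced protein (DY475254) had a log2 ratio of 1.75 ± 0.05 (SD, n = 2, adjusted p = 0.0132) in Tolerant1 leaves. In the same group a xylosidase (DY475408) had a ratio of -2.03 ± 0.02 (SD, n = 2, adjusted p = 0.0253). An unknown transcript (DY475390) had -1.38 ± 1.07 (SD, n = 3, adjusted p = 0.0455) there, and its replicates ranged from -2.10 to -0.15. The remaining call was of an unknown transcript (EB085040, chosen after its values were seen), at 1.45 ± 0.17 (SD, n = 2, adjusted p = 0.0455). The calls of CV793608, CV793588, DY475254, DY475408 and EB085040 in Tolerant1 leaves rested on replicates 2 and 3, as replicate 1 gave no value.

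A transcript of unclear function (EB085017) was repressed in Tolerant2 leaves, at -1.41 ± 0.80 (SD, n = 3, adjusted p = 0.00966), and in Susceptible1 leaves, at -1.24 ± 0.31 (SD, n = 3, adjusted p = 0.0460). Its mean was below 0 in the other groups too, from -1.26 in Tolerant1 leaves to -0.54 in Susceptible2 leaves, without a call. In Susceptible1 leaves an unknown transcript (DY475377) reached 1.17 ± 0.49 (SD, n = 3, adjusted p = 0.0460). A chlorophyll a/b binding protein (DY475454) stood at -1.01 ± 0.71 (SD, n = 3, adjusted p = 0.0460) in that group. In Susceptible2 leaves a transcript of unclear function (EB085045) reached 1.58 ± 0.85 (SD, n = 3, adjusted p = 0.0131). Each of these had one sign in all replicates of the group.

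Single hybridisations decided the number of calls in several groups. Without replicate 1 of Tolerant2 leaves, 0 features were called in that group. Without replicate 1 of Tolerant1 leaves there were 10 in Tolerant1 leaves. Without replicate 1 or replicate 2 of Susceptible2 leaves, 0 were called in that group, and without replicate 1 or replicate 2 of Susceptible1 leaves 0 were called in Susceptible1 leaves.

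**Figure D2:**
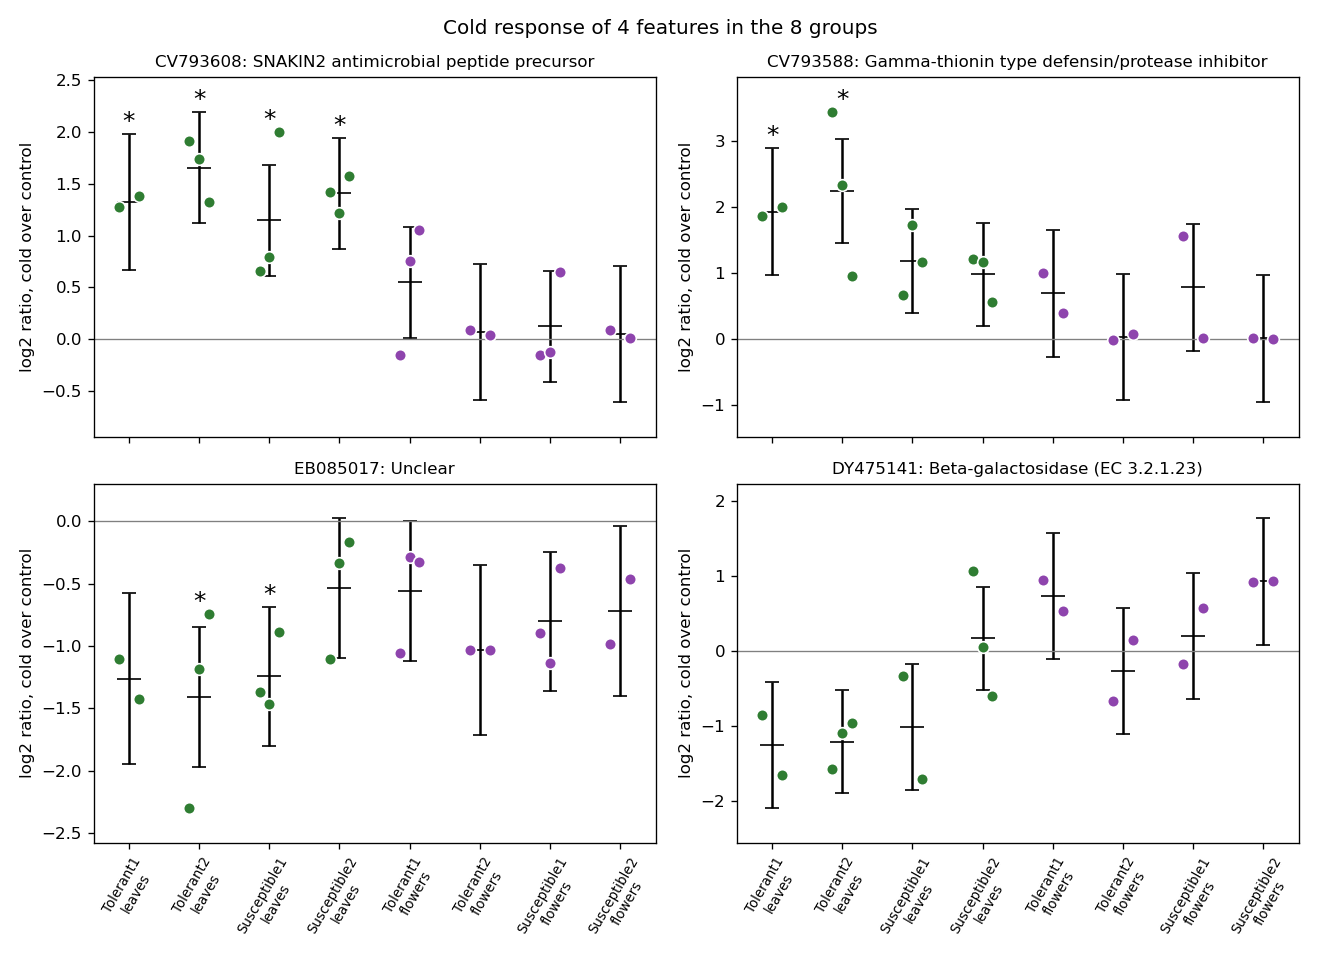
Log2 ratio of cold over control (vertical axis) of CV793608, CV793588, EB085017 and DY475141 in the 8 groups, leaves in green and flowers in purple. Points are replicates, bars the mean with its 95% confidence interval from the limma model, and asterisks mark calls; CV793608 lay between 1.15 and 1.66 in leaves and between 0.05 and 0.55 in flowers.

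The main question of the design was which transcripts changed in both genotypes of one tolerance class and in neither of the other. In leaves of the tolerant genotypes 2 features were called in both, CV793608 and CV793588, where 0.0173 were expected from independent calls. As CV793608 was called in the susceptible genotypes as well, CV793588 was the 1 consensus feature of tolerant leaves. The other consensus sets, in tolerant flowers, susceptible leaves and susceptible flowers, held 0 features by limma. The methods' t-test after Benjamini-Hochberg adjustment gave 0 in every set by construction, as it called 0 features. CV793588 also had positive means in susceptible leaves, at 1.18 ± 0.54 (SD, n = 3) in Susceptible1 and 0.97 ± 0.36 (SD, n = 3) in Susceptible2. The mean difference between the tolerant and the susceptible genotypes had a 95% confidence interval of 0.17 to 1.83 for CV793588 (SE 0.39, unadjusted p = 0.0214 and adjusted p = 0.995 by limma), so it did not exceed the replicate error after adjustment. The consensus count in tolerant leaves was 0 with subtracted background, with median centring and with flagged spots kept.

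The response was then compared directly between tolerance classes. In leaves 0 of 445 features differed between tolerant and susceptible genotypes by limma, with 8 at an unadjusted p below 0.05 against 22.2 expected. In flowers 0 of 446 differed, with 1 at an unadjusted p below 0.05 against 22.3 expected. The median SE of these differences was 0.26 in leaves and 0.29 in flowers on the log2 scale. A small difference between the classes was thus not detectable with these replicates in this model. These SE, and that of CV793588 above, come from a model without pairing. They may be too large, as same-numbered hybridisations of the tolerant and the susceptible genotype deviated together. No alternative run on these 2 contrasts gave a called feature.

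Leaves and flowers were compared over the 4 genotypes. Of 406 features tested, 7 differed, 6 with a higher ratio in leaves and 1 with a lower ratio. CV793608 had mean log2 ratios of 1.39 in leaves and 0.20 in flowers, a difference of 1.19 (SE 0.20, adjusted p = 0.00520). For EB085045 the means were 1.02 and -0.13, and the difference was 1.16 (SE 0.22, adjusted p = 0.00950). For DY475377 they were 0.89 and 0.01, with a difference of 0.89 (SE 0.18, adjusted p = 0.00950). A beta-galactosidase (DY475141) had means of -0.82 in leaves and 0.40 in flowers, a difference of -1.22 (SE 0.26, adjusted p = 0.0271). Its mean in Susceptible2 leaves was 0.17, so the decrease in leaves held in the other 3 genotypes only. With each deposited file counted as a replicate 14 features were called, and with leaves and flowers of the same replicate number paired 4 were called.

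Transcripts of energy metabolism and photosynthesis were examined as a list of 9 features. The study named these as examples of a larger class, so the tests apply to the list alone and not to the other such features on the array. Between 3 and 7 of them were measured in at least 2 replicates of a group. The median log2 ratio was -0.25 in Tolerant1 leaves, -0.12 in Tolerant2 leaves, 0.09 in Susceptible1 leaves and -0.20 in Susceptible2 leaves. In flowers it was 0.03 in Tolerant1, 0.06 in Tolerant2, -0.30 in Susceptible1 and -0.16 in Susceptible2. The mean of the list had the opposite sign to its median in Tolerant1 flowers, at -0.27, and in Susceptible1 leaves, at -0.05. The medians above cover the measured members only. Over all 9 members, with missing values filled, the median was below 0 in each group. It ranged from -0.40 in Susceptible1 leaves to -0.02 in Tolerant2 flowers, and was -0.14 in Tolerant1 flowers. The direction given by fry and by camera was down in every group except Tolerant2 flowers. The list did not differ from 0 in any group by fry, whose smallest adjusted p was 0.186. It did not differ from the other features in any group by camera, a test of another question, whose smallest adjusted p was 0.0732, so there was no call by either test. Values were filled in for 17 of 27 list values in Susceptible1 flowers and for 16 of 27 in both Tolerant1 leaves and Tolerant1 flowers, the most of any group. Single replicates decided some of the values: NADH-plastoquinone oxidoreductase chain 1 (DY475556) in Tolerant1 flowers was at -3.02 in replicate 2, at -0.04 in replicate 1 and at 0.22 in replicate 3.

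The consensus list of the study held 15 features and 30 pairs of a feature and a group. Of these, 21 had values from at least 2 replicates, and 16 of the 21 were below 0. By limma 0 pairs were called over all features, with 3 at an unadjusted p below 0.05. Adjusted over the list alone 1 pair was below 0.05, which is not independent evidence, as the study chose the list on these samples. That pair was DY475141 in Tolerant2 leaves, with a log2 ratio of -1.21 ± 0.32 (SD, n = 3, adjusted p = 0.0771 over all features). The same transcript had -1.25 ± 0.56 (SD, n = 2, adjusted p = 0.135) in Tolerant1 leaves, and these 2 pairs were the only ones of the list with an at least 2-fold change. In the authors' deposited table all 30 pairs were repressed at least 2-fold, with a median of -1.57 and a lowest value of -4.16.

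The last comparison was of the probe sources. All 559 chickpea features and all 156 grasspea features were detected in at least 1 channel of 1 replicate, and 18 of the 41 lentil features were (43.9%, 95% Wilson interval 29.9% to 59.0%). Negative controls passed the same limit in 4 of 7 cases (57.1%, interval 25.0% to 84.2%), so that the share for lentil was not above the background. The mean share of the 44 channels in which a feature was detected was 78.6% for chickpea, 49.4% for grasspea, 1.66% for lentil and 9.42% for negative controls. Features above background in only 1 channel of every array of a group were found in Tolerant1 flowers (1), Susceptible2 leaves (4) and Susceptible2 flowers (10), all in the cold channel. The largest bound among them was at least 1.64-fold, for a multi-resistance protein ABC transporter (CV793605, chosen after its values were seen) in Susceptible2 flowers, and 0 reached 2-fold. Such a bound sets the mean of the bright channel against the dimmest detected signal of the other channel.

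In the authors' deposited table, 147 induced and 394 repressed values of at least 2-fold were found over the 8 groups, whereas 10 of the 15 calls made from the scanner files were induced. The values of the table were taken without a test and the calls with one. The directions therefore come from unlike sets, and their difference decides nothing about the table. The table was compared with the scanner values by brightness, in 5 classes of equal size. In the table the median of the dimmest class lay below that of the brightest in 6 of the 8 groups. In the scanner values the dimmest class lay above the brightest by 0.42 in Susceptible1 leaves and 0.60 in Susceptible1 flowers, and the difference was at most 0.08 in size in the other 6 groups.

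**Figure D3:**
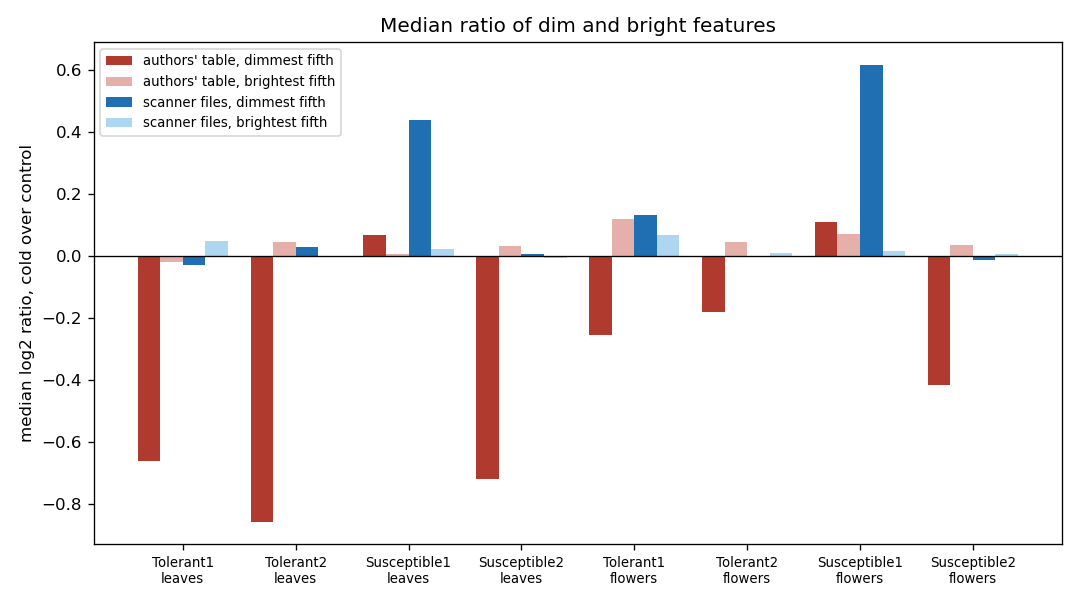
Median log2 ratio of cold over control (vertical axis) of the dimmest and the brightest of 5 brightness classes in the 8 groups, in the authors' deposited table (red) and in the scanner values (blue). Bars are medians over features; the dimmest class of the table reached -0.86 in Tolerant2 leaves.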

Values the study reported

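The study reported 210 differentially expressed transcripts under cold stress. It listed 15 of them as consistently changed within a tolerance class, all of them repressed.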

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

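The test of other splits for leaves minus flowers was written before its result was seen. The tests of dye bias and of the period, and the splits for the tolerant minus susceptible contrasts, were chosen only after the result was seen, although the fit with a dye term had been planned as an alternative.

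The cold response differed between leaves and flowers for 7 features, as tested by the contrast itself. The differences of the named features were 1.19 for CV793608, 1.16 for EB085045 and 0.89 for DY475377, and -1.22 for DY475141. Of 100 splits of the 22 hybridisations into sets of the same sizes, the real one included, 2 gave as many features. If the hybridisations are independent, a random grouping is thus an improbable source of the count. The other split gave 14 features and put all 8 swapped hybridisations on one side, so it followed the dye order. That side also held 0 hybridisations of the first quantification period. Dye bias of single features was therefore tested as a cause. With a dye term for each feature, 6 of the 7 features were still called, and the other, an unknown transcript (CA0832, chosen after its values were seen), had an adjusted p of 0.0555. Dye bias is thus not a likely source of the whole pattern. Leaves and flowers of a genotype were spread alike over the quantification periods. Apart from missing values, an effect of the period common to both tissues would cancel in the difference. With the period as a block, 7 of the 7 were called. As its term was centred within groups, that block could hardly move the difference, so it decides nothing further. Other technical differences between the leaf and the flower hybridisations, such as labelling or RNA quality, were not tested. The splits also broke the same-numbered pairs of genotypes, whose deviations had a mean correlation of 0.425. An error shared by such pairs would make the error of this contrast too small. Pairs of leaves and flowers, with a mean of 0.211, would act the other way. The splits thus cannot exclude a shared error as a source of the count. A difference between leaves and flowers in the response of these transcripts to cold remains as a hypothesis, found and tested on the same data.

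For the counts of 0 between tolerant and susceptible genotypes, 100 of 100 splits of the leaf hybridisations and 100 of 100 splits of the flower hybridisations gave as many features. Any split reaches a count of 0, so this test could not have come out otherwise and decides nothing about either count. The most that a split gave was 3 features in leaves and 10 in flowers.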

How the results depend on the processing

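The period block, the minimum of 3 unflagged spots, the array weights and the pairing of tolerant with susceptible genotypes were chosen only after the data were seen.

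Across 24 alternatives, the 30 results that answer a comparison had 428 values. Of these, 328 kept their direction and stayed within 1.5 times a count or the replicate spread, 91 moved further and 9 changed sign. The 91 include the energy list in the authors' table for Tolerant1 flowers, Tolerant2 flowers and Susceptible1 leaves, where its sign changed too. Under the other alternatives only the sign and the call of the energy list were compared. The 17 results on single features had 225 values, of which 197 kept their call, 28 lost it and 0 changed sign. Unless construction is named, the cause was not tested.

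With subtracted background, 3 features were called in Tolerant1 leaves and 0 were consensus features of tolerant leaves. With no background correction, 0 were called in Susceptible1 leaves, the consensus features of tolerant leaves were 2, and the energy list in Tolerant1 flowers was -0.0447. With median centring, 2 were called in Tolerant1 leaves and 2 in Susceptible1 leaves, the consensus of tolerant leaves was 0 and the energy list in Tolerant1 flowers was at -0.0407. The induced share of calls was then 50% (5 of 10), against 66.7% (10 of 15). With loess per sub-array, 0 were called in Susceptible1 leaves and 1 in Susceptible2 flowers. With flagged spots kept, 2 were called in Tolerant1 leaves, 1 in Susceptible1 leaves and 1 in Susceptible2 flowers, and the consensus of tolerant leaves was 0. The energy list was at -0.14 in Tolerant1 flowers, -0.11 in Tolerant2 flowers and -0.41 in Susceptible1 leaves. With the median of spots, 5 were called in Tolerant2 leaves and 1 in Susceptible1 leaves. With at least 3 unflagged spots, the energy list was at -0.0287 in Tolerant2 flowers and -0.23 in Susceptible1 leaves.

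With a dye covariate, 10 features were called in Tolerant1 leaves, 7 in Tolerant2 leaves and 2 in the consensus of tolerant leaves, and the energy list in Tolerant1 flowers was at -0.0869. With every deposited replicate counted, 10 were called in Tolerant1 leaves, 8 in Tolerant2 leaves, 4 in Susceptible2 leaves, 2 in Susceptible2 flowers, 20 in any group, 14 between leaves and flowers, and 1 pair of the study's consensus list. Copies lower the pooled error by construction. With the period block, 2 were called in Tolerant1 leaves, 5 in Tolerant2 leaves and 0 in the consensus of tolerant leaves, and the energy list in Tolerant1 leaves was at 0.0174. With array weights, 16 were called in Tolerant1 leaves, 5 in Tolerant2 leaves, 5 in Susceptible2 leaves, 1 in Susceptible2 flowers, 21 in any group and 2 in the consensus of tolerant leaves.

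With limma on each group alone, 21 features were called in Tolerant1 leaves, 0 in Tolerant2 leaves, 0 in Susceptible1 leaves, 0 in Susceptible2 leaves, 2 in Susceptible1 flowers, 22 in any group and 0 in the consensus of tolerant leaves. With the methods' t-test, unadjusted, and the 2-fold limit, 5 were called in Tolerant2 leaves, 1 in Tolerant1 flowers, 1 in Tolerant2 flowers, 1 in Susceptible2 flowers, 3 in Susceptible1 flowers, 18 in any group and 0 in the consensus of tolerant leaves. With the methods' t-test after Benjamini-Hochberg adjustment, 0 were called in Tolerant1 leaves, Tolerant2 leaves, Susceptible1 leaves, Susceptible2 leaves, any group and the consensus of tolerant leaves. So few replicates could hardly give a call by that test. With technical spots as the unit, 28 were called in Tolerant1 leaves, 20 in Tolerant2 leaves, 35 in Tolerant1 flowers, 11 in Tolerant2 flowers, 31 in Susceptible1 leaves, 11 in Susceptible2 leaves, 12 in Susceptible2 flowers, 66 in Susceptible1 flowers, 159 in any group (DE features, any group) and 2 in the consensus of tolerant leaves. Spots of one slide lack variation between plants, by construction.

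In the authors' deposited table, at least 2-fold changes without a test numbered 92 in Tolerant1 leaves, 93 in Tolerant2 leaves, 54 in Tolerant1 flowers, 11 in Tolerant2 flowers, 107 in Susceptible1 leaves, 71 in Susceptible2 leaves, 30 in Susceptible2 flowers, 83 in Susceptible1 flowers and 300 in any group. Consensus features numbered 15 in tolerant leaves, 1 in tolerant flowers, 11 in susceptible leaves and 1 in susceptible flowers. The energy list was at -0.96 in Tolerant1 leaves, -0.98 in Tolerant2 leaves, -0.75 in Tolerant1 flowers, -0.10 in Tolerant2 flowers, -1.46 in Susceptible1 leaves, -0.84 in Susceptible2 leaves, -0.56 in Susceptible2 flowers and -1.08 in Susceptible1 flowers. Of the study's consensus list 30 pairs were below 0, and 30 were at least 2-fold.

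Tolerant minus susceptible contrasts gave 0 calls under each of 14 alternatives in leaves and 14 in flowers. With tolerant and susceptible genotypes of the same replicate number paired as a replicate block the counts were 0 and 0, and with leaves and flowers so paired 4. Of 11 tolerant and susceptible pairs, 10 had a correlation of deviations above 0.1 (lowest -0.11, mean 0.425), and of 10 leaf and flower pairs 7 had (lowest -0.12, mean 0.211). As not every pair did, none were paired elsewhere, so the error of the tolerant minus susceptible contrasts may be overstated there. Between leaves and flowers, CV793608 was called under all alternatives (1.12 to 1.25) and so was EB085045 (1.04 to 1.24). DY475377 (0.75 to 0.99) lost its call with median centring (adjusted p = 0.298) and DY475141 (-1.28 to -1.07) in the replicate block (adjusted p = 0.0690). Under 13 alternatives with the common model, calls were lost in Susceptible1 leaves by DY475454 (6 of 13), CV793608 (5), EB085017 (4) and DY475377 (3), and in Tolerant1 leaves by CV793588 (4), DY475390 (3) and DY475254 (1). DY475408 and the features of Tolerant2 leaves and Susceptible2 leaves lost 0. On leaving out a hybridisation, 100 of 358 single-feature values lost their call: in Susceptible1 leaves DY475454 (19 of 22), CV793608 (16), EB085017 (12) and DY475377 (11), in Tolerant1 leaves DY475390 (16 of 22) and CV793588 (13 of 20), in Susceptible2 leaves CV793608 (3) and EB085045 (2), each of the 3 in Tolerant2 leaves once, and DY475141 between leaves and flowers (5 of 14). Besides these, EB085040 and CV793608 in Tolerant1 leaves lost theirs in 3 and 4 of 13 alternatives and in 12 and 11 of 20 omissions.

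Leaving out each of the 22 hybridisations gave ranges of calls of 0 to 10 in Tolerant1 leaves, 0 to 6 in Tolerant2 leaves, 0 to 1 in Tolerant1 flowers, 0 to 5 in Susceptible1 leaves, 0 to 4 in Susceptible2 leaves, 4 to 14 in any group, 0 to 2 in the consensus of tolerant leaves and 2 to 9 between leaves and flowers. The other flower groups, the other consensus sets, both tolerant minus susceptible contrasts and the called pairs of the study's list stayed at 0 to 0, and the pairs of that list below 0 ranged from 11 to 16. The energy list ranged from -0.25 to -0.25 in Tolerant1 leaves, where omission of replicate 1 could change nothing and of 2 or 3 gave no value. It ranged from -0.24 to -0.05 in Tolerant2 leaves, -0.72 to 0.26 in Tolerant1 flowers, 0.00204 to 0.13 in Tolerant2 flowers, -0.56 to 0.16 in Susceptible1 leaves, -0.36 to -0.15 in Susceptible2 leaves, -0.44 to 0.0449 in Susceptible2 flowers and -0.53 to -0.26 in Susceptible1 flowers. Its sign changed in Tolerant1 flowers without their replicate 1 (-0.43) or 3 (-0.72), and in Susceptible1 leaves (-0.56, 1 member left) and Susceptible2 flowers (0.0449) without their replicate 2. A lone sample was assumed to vary like the other groups.

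In Tolerant1 leaves the count was 10 without replicate 1 of that group, 0 without replicate 2 and 1 without replicate 3. For the last 2, 5 of the 6 called features were lost by construction, with values in replicates 2 and 3 only, and DY475390 lost its call when tested (adjusted p = 0.223 and 0.230). It was 3 without Tolerant1 flowers replicate 1 or 3 or Susceptible1 leaves replicate 3, and 2 without Tolerant2 leaves replicate 2, Susceptible1 leaves replicate 2, Susceptible1 flowers replicate 2, or any of Tolerant2 flowers, Susceptible2 leaves or Susceptible2 flowers. In Tolerant2 leaves it was 0 without its replicate 1, 6 without Tolerant1 flowers replicate 2, and 5 without its replicate 2, Susceptible2 leaves replicate 1 or Susceptible1 flowers replicate 2 or 3. In Tolerant1 flowers it was 1 without Tolerant1 leaves replicate 1. In Susceptible1 leaves it was 0 without Tolerant1 leaves replicate 2, Tolerant2 leaves replicate 2, Susceptible1 leaves replicate 1 or 2, Susceptible2 leaves replicate 2 or 3, Susceptible1 flowers replicate 2, or any of Tolerant2 flowers or Susceptible2 flowers. It was 1 without Tolerant1 leaves replicate 3, and 2 without Tolerant2 leaves replicate 1 or 3 or Susceptible2 leaves replicate 1. In Susceptible2 leaves it was 0 without its replicate 1 or 2, and 4 without Susceptible1 leaves replicate 3 or Susceptible1 flowers replicate 2.

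In any group the count was 4 without Tolerant1 leaves replicate 2, 5 without Susceptible2 leaves replicate 2, and 6 without Tolerant1 leaves replicate 3 or any of Tolerant2 flowers or Susceptible2 flowers. The consensus of tolerant leaves was 2 without Tolerant1 flowers replicate 2. It was 0 without Tolerant1 leaves replicate 2 or 3, Tolerant2 leaves replicate 1 or 2, Tolerant1 flowers replicate 1 or 3, Susceptible1 leaves replicate 2 or 3, Susceptible1 flowers replicate 2, or any of Tolerant2 flowers, Susceptible2 leaves or Susceptible2 flowers. Between leaves and flowers the count was 2 without Tolerant1 leaves replicate 2, 3 without its replicate 3, and 4 without Tolerant2 leaves replicate 1, Tolerant1 flowers replicate 3, Tolerant2 flowers replicate 2, Susceptible2 leaves replicate 2, or replicate 1 or 2 of Susceptible2 flowers.

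Detection at 1.5 times the background gave 100% for lentil instead of 43.9%. Detection in at least 0.5 of the replicates gave 88.9% for chickpea, 62.8% for grasspea and 0% for lentil. Signal over background limits the ratios of grasspea and lentil features and of replicate 1 of the genotypes numbered 1.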

Other observations

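Of the tests in this part, those of chance pairing, of dye bias over other arrangements and of the shared period, and the count of the study's features among the dim ones, were chosen only after the result was seen.

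The number of features called in any group was 10. That is lower than the value quoted from the study above. The number of consensus features over the 4 sets was 1 in tolerant leaves and 0 in the others. That is lower than the value quoted from the study above. With technical spots as the unit of replication, 214 pairs of a feature and a group were called. Of these, 95 rested on 1 hybridisation, among them 57 of the 66 in Susceptible1 flowers. The choice of unit may therefore account for part of the difference in counts. The study did not state its unit, but printed a p-value for each of the 30 pairs of its consensus list. Of these, 21 had unflagged values from at least 2 replicates. A t-test on replicate means gives no p-value for the rest. If the study left out the same spots, this argues for a smaller unit in those pairs.

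Hybridisations of the same replicate number in the 2 genotypes of a set deviated together more than replicates of one group did. The first comparison is uneven, as same-numbered pairs all shared their dye order. The mean r was 0.453 over 11 same-numbered pairs of the same tissue and 0.0789 over the 20 other pairs of those genotypes and tissues. Chance pairing of the replicate numbers was tested by an exact permutation test (one-sided) over all 432 arrangements of the numbers, with p = 0.00231, the smallest these arrangements can give. Dye bias of single features was tested with a dye term, after which the mean correlation of the deviations from the group means was 0.307 for same-numbered pairs, against 0.431 before it. These 2 means took only features with more values than the fit had terms, so the latter differs from the mean of 0.425 over all features given for the pairing. The other pairs decide nothing here, as deviations from a group mean make them negative by construction. Over all 432 arrangements of the numbers, the exact permutation test (one-sided) of the deviations after the dye term had p = 0.00231. Dye bias common to all hybridisations may thus be part of the cause, but it is unlikely to be all of it. Other pairs quantified in the same period had a mean r of 0.0915, so a shared period alone is also unlikely. Other pairs that shared both the period and the dye order had a mean of 0.349, but there were only 2 of them, so a bias tied to dye and period together stays open. Batches of labelling or of slides common to same-numbered hybridisations stay open as well and were not tested. The tolerant and the susceptible genotype of a set were distinct plants, and no biological explanation was tested. A variation shared by hybridisations of one number would make replicate error larger than the error of a difference between genotypes, which may bear on the few features at an unadjusted p below 0.05 in the tolerant minus susceptible contrasts.

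In the authors' deposited table, dim features lay lower than bright ones. The median over groups of the dimmest of 5 brightness classes minus the brightest was -0.41, and dim features were lower in 6 of the 8 groups. Of the 394 values at -1 or below, 213 (54.1%) lay in the dimmest class. In the scanner values the same difference was 0.02, with 20.8% of the 72 values at -1 or below in the dimmest class, but this median hides differences of 0.42 in Susceptible1 leaves and 0.60 in Susceptible1 flowers, where dim features lay higher. A dye trend left by the normalization is unlikely to be the cause in all groups, because median centring without loess gave 0.13. Background correction by subtraction gave 0.0188, and with flagged spots kept the difference was -0.0255, so neither of these steps produced the median difference either. With flagged spots kept dim features were lower in 5 of the 8 groups, against 3 without them, most in Tolerant1 leaves at -0.19, so the handling of flagged spots may add to the pattern in single groups. The share of the values at -1 or below that lay in the dimmest class was 38.0% (41 of 108) with median centring, 23 of 82 with subtracted background and 10.9% (6 of 55) with flagged spots kept, so the first 2 of these moved towards the share in the authors' table without reaching it. In 3 groups median centring did give the sign seen in the authors' table, at -0.37 in Tolerant1 flowers, -0.26 in Tolerant2 flowers and -0.14 in Tolerant1 leaves, so a dye trend stays possible there. The shift added before the log2 transformation and the details of the LOWESS step stay open, as the study did not state them.

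The features listed by the study were at a median of -1.57 in the authors' table and of -0.23 in the scanner values over the same 30 pairs. Of these pairs, 26 lay in the dimmest class of their group. A candidate explanation is that the authors' normalization placed dim features low. With the array values it cannot be told apart from a repression of these transcripts, because the study chose the list for low values in that table, and the same selection would draw from the dimmest class in either case. A test written earlier compared the list with 10000 random lists of the same brightness classes and came out against this explanation, as 0% of them were as low (their median was -0.58, with 95% between -0.95 and -0.20). It was set aside after its result was seen, because a list chosen for low values lies below random lists whatever the cause. With flagged spots kept, the scanner median of the list was -0.20. By qRT-PCR on RNA of a single replicate, the study reported decreases of DY475384 in tolerant leaves and of DY475397 in susceptible flowers. Each was larger than its array value. Scanner means were -0.07 for DY475384 in Tolerant2 leaves and -0.57 for DY475397 in Susceptible2 flowers. For these transcripts the qRT-PCR argues against the normalization as the only cause. The scanner values may also understate changes, as simulated slopes of estimate on truth lay between 0.751 and 0.865.

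Replicate 2 of Tolerant1 flowers and of Susceptible1 flowers had the widest spread of log2 ratios among flower hybridisations, with standard deviations of 1.09 and 0.84, while the others lay between 0.37 and 0.48. Among negative controls, digested plasmid reached 2 times its background in 28.4% of feature means, blanks in 1.70% and unnamed positions in 0.592% of single spots.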
